# Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet

**DOI:** 10.3389/fmicb.2015.00877

**Published:** 2015-08-25

**Authors:** Yue Sun, Liping Zhou, Lingdong Fang, Yong Su, Weiyun Zhu

**Keywords:** raw potato starch, pig, transcriptional profiling, colon, mucosa-associated microbiota

## Abstract

Intake of raw potato starch (RPS) has been associated with various intestinal health benefits, but knowledge of its mechanism in a long-term is limited. The aim of this study was to investigate the effects of long-term intake of RPS on microbial composition, genes expression profiles in the colon of pigs. Thirty-six Duroc × Landrace × Large White growing barrows were randomly allocated to corn starch (CS) and RPS groups with a randomized block design. Each group consisted of six replicates (pens), with three pigs per pen. Pigs in the CS group were offered a corn/soybean-based diet, while pigs in the RPS group were put on a diet in which 230 g/kg (growing period) or 280 g/kg (finishing period) purified CS was replaced with purified RPS during a 100-day trial. Real-time PCR assay showed that RPS significantly decreased the number of total bacteria in the colonic digesta. MiSeq sequencing of the V3-V4 region of the 16S rRNA genes showed that RPS significantly decreased the relative abundance of *Clostridium, Treponema, Oscillospira, Phascolarctobacterium*, RC9 gut group, and S24-7-related operational taxonomic units (OTUs), and increased the relative abundance of *Turicibacter, Blautia, Ruminococcus, Coprococcus, Marvinbryantia*, and *Ruminococcus bromii*-related OTUs in colonic digesta and mucosa. Analysis of the colonic transcriptome profiles revealed that the RPS diet changed the colonic expression profile of the host genes mainly involved in immune response pathways. RPS significantly increased proinflammartory cytokine IL-1β gene expression and suppressed genes involved in lysosome. Our findings suggest that long-term intake of high resistant starch (RS) diet may result in both positive and negative roles in gut health.

## Introduction

It has been known that starches are one of the major carbohydrates available in the human colon (Anderson et al., 1981). Starch that escapes digestion in the small intestine (human and animal) can enter the large intestine, where it is used as a substrate for bacterial fermentation (Topping and Clifton, 2001). The effects and potential health benefits of resistant starch (RS) have been extensively studied in recent years (Martinez-Puig et al., 2003; Fung et al., 2012). Bacterial fermentation of RS results in the production of short-chain fatty acids (SCFAs), mainly acetate, propionate and butyrate, which are considered to have beneficial effects upon hindgut health (Young et al., 2005; Le Leu et al., 2009). In addition, RS is considered to have a role in regulating the adipose metabolism of humans and animals, and has positive effects on the health of the body (So et al., 2007). The addition of raw potato starch (RPS) to the diet of pigs could increase the amount of starch entering the large bowel because the native granular structure of this starch, which became an available source for hindgut microflora (Martinez-Puig et al., 2003; Fang et al., 2014).

A study by Haenen et al. (2013b) showed that diets high in RS affected the microbiota composition in the colon of pigs, where butyrate-producing bacteria including *Faecalibacterium prausnitzii* and *Ruminococcus bromii* were stimulated in abundances. *In vitro* studies also found that populations related to *R. bromii* were the primary starch degrader, while bacteria related to *Prevotella* spp., *Bifidobacterium adolescentis*, and *Eubacterium rectale* might be further involved in the trophic chain (Kovatcheva-Datchary et al., 2009). In a recent study, *R. bromii* was confirmed to possess an exceptional ability to colonize and degrade starch particles when compared with previously studies (Ze et al., 2012). While most of the study focused on the microbiota in the gut digesta, mucosa-associated microbiota were believed to be more closely related to the gut function of the host. Despite the importance of the mucosal community for bacterial intestinal colonization, pathogen resistance, and host-microbiota cross-talk (Leser and Mølbak, 2009), the porcine mucosa-associated microbiota and their diet-related changes were not well investigated at this degree until now.

Recently, genome-wide transcriptional profiling is extensively used to investigate how animals or humans respond to their diets, which contributes to our understanding of the mechanism of a healthy diet. Microarray assay showed that long-term ingestion of a rapidly digestible starch (high amylopectin ratio) significantly elevated hepatic lipogenesis, which is associated with a higher serum insulin concentration and more lipogenic genes being expressed in the liver (Jun et al., 2010). It has been recently reported that consumption of a diet high in RS for 2 weeks induced catabolic pathway but suppressed immune and cell division pathways in the proximal colon of male pigs (Haenen et al., 2013a). Information on the long-term effects of RS on the gene expression profiles of pigs, however, remains limited.

In this study, we postulated that a long-term intake diet high in RS could change the microbial composition in both colonic digesta and mucosa, modulate mucosal transcriptomes, and eventually influence host health. Because of its similar homology to human, the pig has been recognized as one of the ideal models for the study of human nutrition (Guilloteau et al., 2010). Thus, by using RPS to substitute about half of the corn starch (CS) in the diet, the present study aimed to investigate the effects of long-term intake of RPS on digesta- and mucosa-associated microbial composition and gene expression profiles in the colon of pigs.

## Materials and methods

### Animals, housing, and diets

This study was approved by the Nanjing Agricultural University Animal Care and Use Committee. The treatment, housing, husbandry and slaughtering conditions conformed to the Experimental Animal Care and Use guidelines of China (Chinese Science and Technology Committee, 1988). All pigs were raised on a commercial farm in the Jiangsu Province of China. Thirty-six Duroc × Landrace × Large White growing barrows (70 days of age, 23.78 ± 1.87 kg) were randomly allocated to two groups, each group consisting of three pigs per pen, and six replicates. Pigs in the control group were offered a corn/soybean-based diet, while 230 g/kg purified CS was replaced with purified RPS in the RPS diet group. Diets were formulated (Table 1) according to the nutrient requirements of the National Research Council (1998). When animals reached the age of 120 days, diets were adapted to the nutrient requirements of the animals (finishing diet) and the amount of purified starch increased to 280 g of CS or RPS per kilogram of feed. Pigs had unlimited access to feed and water throughout the experimental period, which consisted of two 50-day trials in which the pigs consumed the growing diet (days 0–50) and finishing diet (days 51–100), respectively.

**Table 1:** **Composition and nutrient analysis of experimental diets (as-fed basis)**.

**Diets**	**Growing pigs**		**Finishing pigs**	
	**CS**	**RPS**	**CS**	**RPS**
**INGREDIENTS (g/kg)**				
Corn starch	230.0	–	280.0	–
Raw potato starch	–	230.0	–	280.0
Corn	360.0	360.0	360.0	360.0
Wheat bran	90.0	90.0	120.0	120.0
Soybean meal	250.0	250.0	210.0	210.0
Extruded soybean	30.0	30.0	–	–
Soybean oil	8.00	8.00	–	–
Dicalcium phosphate	9.80	9.80	8.80	8.80
Limestone	7.80	7.80	7.70	7.70
Salt	3.00	3.00	3.00	3.00
Vitamin and mineral premix^a^	10.0	10.0	10.0	10.0
L-Lysine	1.00	1.00	0.50	0.50
L-Methionine	0.40	0.40	–	–
**NUTRIENT ANALYSIS (g/kg)**				
CP	174.5	174.5	147.3	147.3
Starch	505.6	504.5	550.2	549.5
Resistant starch	6.40	133.5	5.20	153.5
Ash	72.1	73.2	61.0	61.6
NDF	95.77	95.78	102.5	102.6

a *This mineral and vitamin premix (1%) supplies per kg diet as follows: VA 11 000 IU, VD3 1 000 IU, VE 16 IU, VK1 1 mg, VB1 0.6 mg, VB2 0.6 mg, d-pantothenic acid 6 mg, nicotinic acid 10 mg, VB12 0.03 mg, folic acid 0.8 mg, VB6 1.5 mg, choline 800 mg, Fe 165 mg, Zn 165 mg, Cu 16.5 mg, Mn 30 mg, Co 0.15 mg, I 0.25 mg, Se 0.25 mg*.

### Sampling

On day 100, one pig from each replicate was slaughtered when it approached target slaughter weight (105–110 kg). Feed was withheld from the pigs 12 h before slaughter. Pigs were weighed and transported (10 km) to a local commercial slaughterhouse, and slaughtered via electrical stunning followed by exsanguination. The animals were bled and opened immediately, and the proximal colon was excised for the collection of digesta and mucosa samples. The pH value of digesta was determined using a handheld pH meter (HI 9024C; HANNA Instruments, Woonsocket, RI). The colon tissues were washed with sterile phosphate-buffered saline (PBS) (pH 7.0). Mucosal samples were collected by scraping the luminal surface with a sterile glass slide. All samples were kept in liquid nitrogen for further gene expression and microbial community analysis.

### DNA extraction, PCR amplification and illumina MiSeq sequencing

The total genomic DNA was isolated from colonic digesta and mucosa using a commercially available stool DNA extraction kit according to the manufacturer's instructions of (QIAamp DNA Stool Mini Kit, Qiagen, Hilden, Germany). The concentration of extracted DNA was determined by using a Nano-Drop 1000 spectrophotometer (Thermo Scientific Inc., Wilmington, DE, USA). The V4-V5 region of the bacterial 16S ribosomal RNA gene was amplified by polymerase chain reaction (PCR) using bacterial universal primers 515F and 907R with an eight-base sequence unique to each sample as a barcode (Lane et al., 1985; Kroes et al., 1999). The amplification program consisted of an initial denaturation step at 95°C for 2 min, followed by 25 cycles at 95°C for 30 s, 55°C for 30 s, and 72°C for 30 s and a final extension at 72°C for 5 min. PCR reactions were performed in triplicate 20 μl mixture containing 4 μl of 5 × FastPfu Buffer, 2 μl of 2.5 mM dNTPs, 0.8 μl of each primer (5 μM), 0.4 μl of FastPfu Polymerase, and 10 ng of template DNA.

Because one mucosal DNA sample from RPS group failed to be amplified by PCR, amplicons from other 23 samples were extracted from 2% agarose gels and purified using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, Union City, CA, USA) according to the manufacturer's instructions and quantified using QuantiFluor™-ST (Promega, USA). Purified amplicons were pooled in equimolar and paired-end sequenced (2 × 250) on an Illumina MiSeq platform according to the standard protocols.

### Bioinformatics analysis

Raw fastq files were demultiplexed and quality-filtered using QIIME (version 1.17) with the following criteria: the 250 bp reads were truncated at any site receiving an average quality score < 20 over a 10 bp sliding window, discarding the truncated reads that were shorter than 50 bp; exact barcode matching, 2 nucleotide mismatch in primer matching, reads containing ambiguous characters were removed; and only sequences that overlap longer than 10 bp were assembled according to their overlap sequence. Reads that could not be assembled were discarded.

Operational taxonomic units (OTUs) were clustered with 97% similarity cutoff using UPARSE (version 7.1 http://drive5.com/uparse/) and chimeric sequences were identified and removed using UCHIME. To assess bacterial diversity among samples in a comparable manner, a randomly selected, 43274-sequence (the lowest number of sequences in the 23 samples) subset from each sample was compared for the phylogenetic affiliation by RDP Classifier (http://rdp.cme.msu.edu/) against the Silva (SSU115) 16S rRNA database using a confidence threshold of 70% (Amato et al., 2013). We also calculated the coverage percentage using Good's method (Good, 1953), the abundance-based coverage estimator (ACE), the bias-corrected Chao richness estimator, and the Shannon and Simpson diversity indices using the MOTHUR program (http://www.mothur.org) (Schloss et al., 2009). The raw pyrosequencing reads were submitted to Sequencing Read Archive (SRA) database under the accession id: SRA061866. Genera (OTUs) with relative abundances higher than 0.05% within total bacteria were defined as predominant genera (OTUs), and sorted for comparing the difference among different groups.

### Real-time PCR

Primer set Bact1369/Prok1492 was used for the quantification of total bacteria by real-time PCR on an Applied Biosystems 7300 Real-Time PCR System (Applied Biosystems, USA) using SybrGreen as the fluorescent dye (Suzuki et al., 2000). A reaction mixture (25 μl) consisted of 12.5 μl of IQ SYBR Green Supermix (Bio-Rad), 0.2 μM of each primer set and 5 μl of the template DNA. The amount of DNA in each sample was determined in triplicate, and the mean values were calculated.

### RNA extraction and purification

The total RNA of colonic mucosa was extracted using Trizol reagent (Life Technologies, Carlsbad, CA, USA) following the manufacturer's instructions, and were checked for RNA integrity and purity by an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). The qualified total RNA was further purified by an RNeasy mini kit (Qiagen, Gmbh, Hilden, Germany) and an RNase-Free DNase Set (Qiagen, Gmbh, Hilden, Germany). Only those samples that had an OD260/OD280 ratio of approximately 2.0 and showed no degradation (RNA integrity number ≥ 7.0) were used to generate labeled targets.

### Microarray hybridization and data analysis

The RNA sample from each group was hybridized to an Agilent Porcine 4 × 44 K one-color gene expression microarray (catalog number 026440; Agilent Technologies, Santa Clara, CA, US) containing 43,603 probe sets, as described in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/). Because there were six replicates from each group, four biological replicates were randomly selected for the microarrays to reduce the costs of the experiment. Total RNA was amplified and labeled using a Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA), following the manufacturer's instructions. Each slide was hybridized with 1.65 μg Cy3-labeled cRNA using a Gene Expression Hybridization Kit (Agilent Technologies, Santa Clara, CA, USA) in hybridization oven. After 17 h of hybridization, slides were washed with a Gene Expression Wash Buffer Kit (Agilent technologies, Santa Clara, CA, USA), following the manufacturer's instructions. The slides were then scanned on an Agilent Microarray Scanner (Agilent Technologies, Santa Clara, CA, USA), and data were extracted with Feature Extraction Software 10.7 (Agilent Technologies, Santa Clara, CA, USA). Raw data were normalized using a quantile algorithm, Gene Spring Software 11.0 (Agilent Technologies, Santa Clara, CA, USA). Array data have been submitted to the Gene Expression Omnibus under accession number GSE71305. Microarrays were performed by Shanghai Biochip Co., Ltd (Shanghai, China).

### Pathway and network analysis

The SBC Analysis System (SAS, http://sas.ebioservice.com) was used to further identify the differentially expressed genes between the two dietary groups, and genes with values of *P* < 0.05 were extracted. To further clarify the function of the differentially expressed genes in this study, transcripts were first annotated to pig (ssc) genes, and then other significant transcripts were annotated against human (hsa), mouse (mmu) and rat (rno) genes. Highly expressed genes in pigs fed the RPS diet that showed at least a 1.5-fold higher or lower expression level than in pigs fed the CS diet were selected for further study. In addition, the differentially expressed genes identified between the two groups were mapped to Gene Ontology (GO, http://www.geneontology.org/) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) pathways to identify potential pathways associated with dietary treatment. *P*-values < 0.05 and a false discovery rate < 0.05 were considered to be statistically significant. The gene network analysis of the differentially expressed genes involved in significant pathways was carried out using the KEGG database.

### Statistical analysis

Data were analyzed by SPSS 17.0 as a randomized block design, considering the diet as the main effect and the replicate as a block. The effects of diet and niche compartments on the colonic microbial community were tested for significance using a Two-Way ANOVA program. The effects of diet on gene expression in the colon were tested for significance using the Student's *t*-test. *P* values were corrected for multiple testing by using a false-discovery rate (*Q*-value) method (Benjamini and Hochberg, 1995). Significant differences were declared when *P* < 0.05.

## Results

### Microbiota analysis

Across all 23 samples, 1,397,445 quality sequences were classified as being bacteria with a read length higher than 250 bp. The average length of the quality sequences was 396 bp. The statistical estimates of species richness for 43,274-sequence subsets from each sample at a genetic distance of 3% are presented in Table 2. The richness estimators (ACE and Chao) of colonic microbiota were significantly affected by niche compartment and dietary treatment, while the diversity indices (Shannon and Simpson) were not affected by dietary treatment. The rarefaction curves generated by MOTHUR plotting the number of reads by the number of OTUs tended to approach the saturation plateau (Figure 1). The curves also showed that ACE and Chao indices from colonic mucosa were significantly higher than those from colonic digesta, and the indices from the CS diet group were significantly higher than those from the RPS group (*P* < 0.05).

**Table 2:** **Diversity estimation of the 16S rRNA gene libraries from microbiota in the colon of pigs fed corn starch (CS) and raw potato starch (RPS) diets**.

**Item**	**Colonic digesta**		**Colonic mucosa**		**SEM^a^**	**Effects (*****P*****-value)**		
	**CS**	**RPS**	**CS**	**RPS**		**Niche compartment**	**Dietary**	**Interaction**
Ace	581.8	381.3	685.8	494.0	133.2	0.001	< 0.001	0.884
Chao	589.3	383.2	699.6	498.7	137.6	0.001	< 0.001	0.929
Shannon	3.327	3.156	3.657	3.442	0.445	0.105	0.300	0.902
Simpson	0.102	0.087	0.091	0.086	0.042	0.721	0.616	0.929

a *SEM, standard error of means, n = 5 or 6 (one mucosal sample in RPS group was missing because it failed to be amplified by PCR)*.

**Figure 1:**
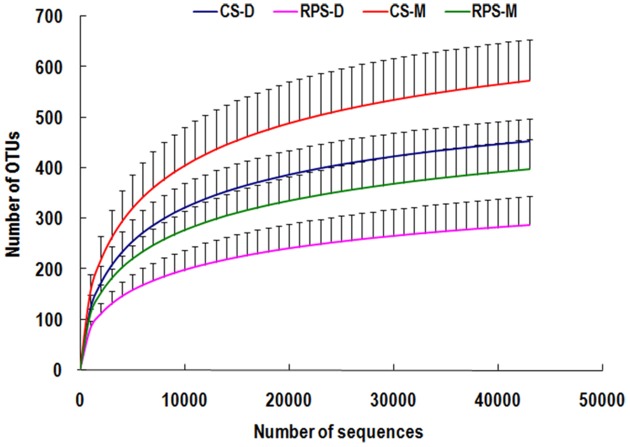
**Rarefaction curves comparing the number of sequences with the number of phylotypes found in the 16S rRNA gene libraries from microbiota in the colonic digesta (D) and mucosa (M) of pigs fed corn starch (CS) and raw potato starch (RPS) diets**.

At the phylum level, Firmicutes was the predominant phylum with the abundance higher than 73% in both colonic digesta and mucosa, followed by the phyla Bacteroidetes and Spirochaetae (Figure 2). Compared to the colonic digesta, the relative abundances of Bacteroidetes and Synergistetes from colonic mucosa increased significantly, while the abundance of Firmicutes decreased significantly (*P* < 0.05). However, dietary treatment did not have an effect on the relative abundance of any phylum.

**Figure 2:**
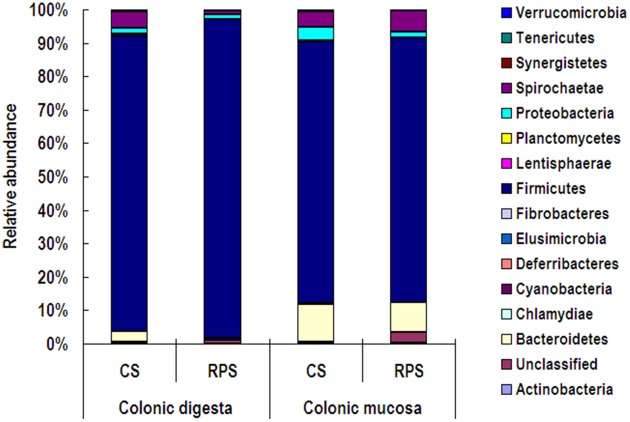
**Relative abundances of microbial phyla in the colonic digesta and mucosa of pigs fed corn starch (CS) and raw potato starch (RPS) diets**.

Genus-level analysis revealed that *Streptococcus*, uncultured Ruminococcaceae and *Lactobacillus* were the three most predominant genera in the colonic digesta and mucosa of pigs. As shown in Table 3, compared with colonic digesta, genera *Oscillospira, Parabacteroides, Phascolarctobacterium*, S24-7, *Alloprevotalla, Anaerotruncus*, RF16, *Bacteroides, Spirochaeta, Mucispirillum, Oscillibacter*, dgA-11 gut group, *Sutterella*, and *Mogibacterium* increased in relative abundance from colonic mucosa, whereas the abundances of *Turicibacter, Anaerotruncu*, and Peptostreptococcaceae incertae_sedis decreased (*P* < 0.05). The consumption of RPS significantly increased the abundances of *Turicibacter, Ruminococcus, Blautia, Coprococcus, Marvinbryantia*, and Lachnospiraceae incertae sedis, and decreased the abundances of *Clostridium*, S24-7, RC9 gut group, *Parabacteroides, Phascolarctobacterium, Oscillospira, Oscillibacter*, and *Mogibacterium* (*P* < 0.05).

**Table 3:** **Relative abundances of microbial genera (percentage) that were significantly affected by the dietary treatment or the niche compartment in the colon of pigs^a^**.

**Genus**	**Colonic digesta**		**Colonic mucosa**		**SEM^b^**	*****P***-value**		**Q-value**	
	**CS**	**RPS**	**CS**	**RPS**		**Niche compartment**	**dietary**	**Niche compartment**	**dietary**
*Alloprevotella*	0.167	0.064	0.566	0.857	0.456	0.001	0.579	0.007	0.693
*Anaerotruncus*	0.156	0.110	0.368	0.230	0.139	0.001	0.049	0.007	0.105
*Bacteroides*	0.072	0.024	1.555	0.160	0.824	0.004	0.016	0.021	0.051
*Blautia*	0.553	4.180	0.268	3.889	2.674	0.736	< 0.001	0.853	0.004
*Clostridium*	15.01	6.935	12.17	6.453	6.732	0.498	0.011	0.662	0.038
*Coprococcus*	0.018	0.205	0.044	0.404	0.187	0.046	< 0.001	0.116	0.002
Uncultured Coriobacteriaceae	0.118	0.059	0.137	0.053	0.084	0.828	0.045	0.896	0.010
Unclassified Family XIII	0.026	0.014	0.032	0.014	0.023	0.738	0.124	0.641	0.029
Lachnospiraceae incertae sedis	0.162	0.828	0.123	0.510	0.435	0.240	0.001	0.440	0.008
Unclassified Lachnospiraceae	1.235	3.654	0.876	3.337	2.795	0.760	0.037	0.853	0.092
*Marvinbryantia*	0.187	0.410	0.185	0.412	0.204	0.997	0.006	0.997	0.029
*Mogibacterium*	0.028	0.008	0.084	0.004	0.036	0.009	< 0.001	0.031	0.002
*Mucispirillum*	0.003	0.000	0.126	0.105	0.109	0.010	0.779	0.032	0.867
*Oscillibacter*	0.034	0.002	0.164	0.031	0.085	0.006	0.007	0.023	0.029
*Oscillospira*	0.093	0.022	0.590	0.250	0.263	< 0.001	0.006	0.001	0.029
*Parabacteroides*	0.220	0.044	1.115	0.290	0.482	< 0.001	0.001	0.002	0.005
Peptostreptococcaceae incertae sedis	9.662	13.314	5.432	6.857	4.794	0.004	0.125	0.021	0.213
*Phascolarctobacterium*	0.094	0.030	0.741	0.140	0.323	< 0.001	0.001	0.002	0.006
*Prevotella*	0.129	0.104	0.654	2.807	1.767	0.028	0.140	0.080	0.213
Prevotellaceae unclassified	0.118	0.005	0.629	0.100	0.284	< 0.001	< 0.001	0.005	0.004
Prevotellaceae uncultured	0.317	0.096	1.879	3.164	2.141	0.009	0.533	0.030	0.666
RC9 gut group	1.045	0.069	1.841	0.393	0.912	0.040	< 0.001	0.106	0.002
RF16	0.006	0.001	0.202	0.046	0.107	0.001	0.031	0.009	0.084
RF9	0.683	0.428	0.324	0.154	0.369	0.032	0.136	0.087	0.213
Unclassified Ruminococcaceae	0.748	0.382	0.865	0.679	0.316	0.090	0.023	0.216	0.071
*Ruminococcus*	0.594	3.120	0.856	4.537	2.900	0.452	0.009	0.654	0.032
S24-7 no rank	0.979	0.275	2.215	0.793	0.871	< 0.001	< 0.001	0.006	0.002
*Spirochaeta*	0.069	0.005	0.620	0.152	0.350	0.006	0.039	0.023	0.092
*Subdoligranulum*	0.141	3.621	0.238	1.900	2.947	0.506	0.032	0.662	0.084
*Sutterella*	0.000	0.000	0.097	0.018	0.057	0.006	0.061	0.023	0.120
*Turicibacter*	4.068	9.235	2.375	3.475	3.584	0.004	0.009	0.021	0.032
dgA-11 gut group	0.005	0.000	0.176	0.025	0.102	0.008	0.043	0.030	0.099
p-1088-a5 gut group	0.533	0.036	0.208	0.077	0.359	0.284	0.028	0.459	0.082

a *Genera with relative abundances higher than 0.05% within total bacteria were sorted and showed in the table*.

b *SEM, standard error of means, n = 5 or 6*.

At the OTU level, consumption of RPS diet significantly decreased the relative abundance of *Clostridium, Treponema, Oscillospira, Phascolarctobacterium*, RC9 gut group, and S24-7-related OTUs, and increased the relative abundance of *Turicibacter*, Lachnospiraceae, *Blautia, Ruminococcus, Coprococcus, Marvinbryantia*, and *Ruminococcus bromii*-related OTUs (Supplementary Table 1). Compared with the colonic digesta, *Phascolarctobacterium*, Bacteroidales, *Parabacteroides, Oscillospira*, Prevotellaceae, *Bacteroides*, and *Spirochaeta*-related OTUs increased significantly in the relative abundance in the colonic mucosa of pigs (*P* < 0.05).

Because MiSeq sequencing analysis can only reflect the relative abundance of bacteria, quantitative real-time PCR was used to determine the completed 16S rRNA gene copies of bacteria in the colon of pigs (Figure 3). The consumption of RPS significantly decreased the total number of bacteria in the colonic digesta of pigs (*P* < 0.05), while there was no difference in colonic mucosa between the two dietary groups. In addition, the pH in the colon of pigs fed RPS diet was significantly lower than that in pigs fed CS diet (*P* < 0.05) (Figure 4).

**Figure 3:**
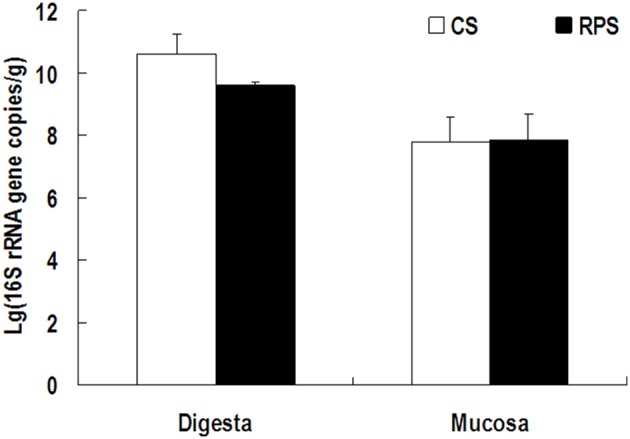
**The number of 16S rRNA gene copies of total bacteria in the colonic digesta and mucosa of pigs fed corn starch (CS) and raw potato starch (RPS) diets**.

**Figure 4:**
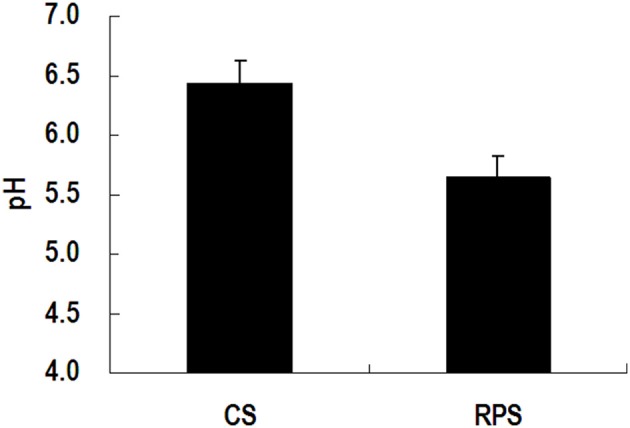
**The pH value in the colon of pigs fed corn starch (CS) and raw potato starch (RPS) diets**.

### Transcriptome analysis

Microarrays were used to identify genes that were differentially expressed due to different dietary starch treatments. 

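The deposited arrays covered colonic mucosa and liver from pigs fed the CS and RPS diets, with 4 pigs per diet in each tissue and 1 array per pig. Each array held 45220 spots, of which 43803 were not controls and measured 43603 probes. Of these probes, 43553 had 1 spot and 50 had 5 spots. The values analysed were the signals written by the Feature Extraction software, which had subtracted the background and removed trends across the array but had not adjusted the arrays to each other. In the colon, the median signal of an array was 56.3 to 70.8 with the CS diet (median of the 4 arrays 64.9) and 34.2 to 42.5 with the RPS diet (median 35.6). In the liver, it was 30.6 to 37.9 with CS (median 33.3) and 31.1 to 37.9 with RPS (median 33.0). Every colonic array of the CS group was brighter than every colonic array of the RPS group (exact two-sided permutation test of the log2 medians, p = 0.0286, the smallest p that 4 arrays against 4 allow), whereas the liver groups did not differ (p = 1, exact permutation test). Between 68.8% and 72.2% of the probes were well above background on the colonic arrays of the CS group, and between 64.9% and 68.1% on those of the RPS group. No spot was saturated, and 3 to 27 spots per array were marked as outliers by the software. The 4 arrays of each group shared 1 slide and 1 scan, so slide and diet cannot be told apart in these data. Outlier spots were set to missing, the log2 signals were quantile normalized over the 8 arrays of a tissue, and the spots of a probe were averaged. The authors' own processed values were on the log2 scale and had been quantile normalized over all 16 arrays. They differed by at most 0.39 from the scanner signals normalized in that way. Across 29966 probes, which are not independent of each other, 2 arrays of the same colonic group correlated with r between 0.939 and 0.987 in the CS group and between 0.952 and 0.982 in the RPS group. Differences between the diets were tested with limma as RPS minus CS, and the number of arrays limits their precision.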

The analysis of gene expression data from colonic mucosal samples identified 781 differentially expressed genes with the fold change higher than 1.5 at a nominal *P*-value of 0.05. Of these 781 genes, 465 genes were up-regulated by the RPS diet, including 311 genes with functional annotation and 154 genes without functional annotation, whereas 316 genes were down-regulated, including 238 genes with functional annotation and 78 genes without functional annotation. 

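Of the 43603 probes compared between the diets in the colon, 2362 had an unadjusted p under 0.05 in limma, where 2180.2 would fall under it by chance alone. A fold change above 1.5 was also met by 1283 of them. After Benjamini-Hochberg adjustment over all probes, 0 probes were under 0.05, and the smallest adjusted p was 0.0700. The methods' t-test on the same values gave 3488 probes with an unadjusted p under 0.05, of which 964 also had a fold change above 1.5, and 0 after adjustment (smallest adjusted p = 0.0534). The choice that moved the number of probes past both thresholds most was the background correction with its offset. With the normexp method applied to the unsubtracted signals and an offset of 50, 172 probes passed. An unadjusted p under 0.05 was still met by 2074 probes. The offset lies within the range of the arrays' median signals and draws the fold changes of dim probes toward 0. The drop to 172 thus came mostly through the fold threshold and does not judge the background correction alone. Among the arrays left out in turn, RPS replicate 2 had the largest effect, and 2635 probes passed without it. Probes not well above background on all arrays of either group made up 45.7% of the 1283 probes and 34.3% of all probes.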

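Among the 1283 probes past both thresholds, 708 were higher with the RPS diet and 575 were lower, so that 55.2% were up-regulated. Annotation was read from the description that the scanner files give for each probe, which was something other than unknown for 33138 of the 43603 probes. By this measure, 464 up-regulated probes had a description and 244 had none, and 421 down-regulated probes had a description and 154 had none. In limma, the share of up-regulated probes was highest, 69.0%, when each array was scaled to its 75th percentile in place of quantile normalization. Up-regulated probes were the minority, with 47.7%, after the normexp correction, 47.8% without CS replicate 3 and 48.4% without RPS replicate 2.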

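F7, measured by probe A_72_P165196, had a normalized signal of 4.40 ± 0.73 (log2, SD, n = 4) with the RPS diet and 2.07 ± 1.18 (SD, n = 4) with the CS diet. Its fold change was 5.02, or 2.33 on the log2 scale (standard error 0.63, adjusted p = 0.645 from limma). The groups overlapped by 1 pair of arrays, and the exact two-sided permutation test gave p = 0.0571. The probe was well above background on 4 of 4 arrays of the RPS group and on 1 of 4 of the CS group, so the size of the change depends on signals near background. After the normexp correction its log2 fold change was 0.32, below the threshold of 1.5-fold, and in the other 17 settings tried it stayed past both thresholds. DUOX1, measured by probe A_72_P302634, had a normalized signal of 4.76 ± 0.93 (SD, n = 4) with RPS and 6.77 ± 0.90 (SD, n = 4) with CS. It fell by 2.00 on the log2 scale (standard error 0.59, adjusted p = 0.723), which is 4.01-fold, and no array of the RPS group reached the CS group (p = 0.0286, exact permutation test). The probe was well above background on all 8 arrays, and its log2 fold change lay between -2.25 and -0.93 in 18 settings, with both thresholds met in 18. No probe with a gene symbol past both thresholds rose more than F7, while 14 probes without one did, 1 of them well above background on all 8 arrays. A further 23 probes fell more than DUOX1, 6 of them with a gene symbol. Probe A_72_P329448, without one, was well above background on all 8 arrays and had a log2 fold change of -2.28. The largest fall was that of LCE1F (probe A_72_P074926), with a log2 fold change of -6.24 (adjusted p = 0.436), whose signal was well above background on 1 of 4 arrays of the RPS group. Among the probes with a gene symbol that were well above background on all 8 arrays and past both thresholds, DUOX1 fell most and C14H10orf10 rose most, by 2.20 on the log2 scale (4.59-fold, adjusted p = 0.727).

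**Figure D1:**
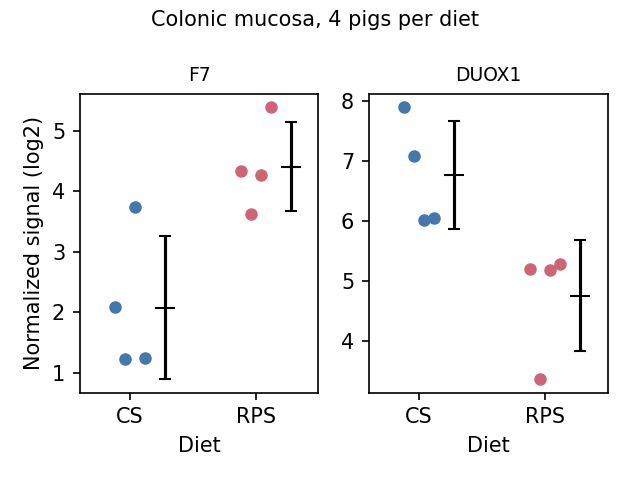
Normalized signal (log2) of F7 and DUOX1 on each colonic array by diet, with the mean and SD of the 4 arrays beside the points. The F7 signals of the RPS group lie between 3.62 and 5.39, and the lowest of them is below the highest of the CS group, 3.74.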

The most induced gene was coagulation factor VII (F7), showing a 4.05-fold increase with the RPS treatment, whereas the most suppressed gene was dual oxidase 1 (DUOX1), with a 4.17-fold decrease (Supplementary Table 2).

The differently expressed genes with functional annotation were included in a follow-up gene ontology (GO) and pathway analysis. GO category analysis showed that these genes were involved in a wide variety of physiological and biological events, such as cell adhesion, transferase activity, coagulation, regulation of body fluid levels, ion binding, and odorant binding (Figure 5). 

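The annotation used here carried no GO terms, so the enrichment behind Figure 5 was not run again. Among the probes of Supplementary Table 2, those named after coagulation factors were the F7 probe and both probes of F2R, the thrombin receptor. F2R was higher with the RPS diet by 1.56 on the log2 scale at probe A_72_P180436 (standard error 0.47, adjusted p = 0.743 from limma) and by 1.46 at probe A_72_P444051 (standard error 0.46). Both F2R probes were well above background on all 8 arrays, and the diet groups overlapped at each.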

As is shown in Supplementary Table 3, by using the KEGG database, the significant pathways were found to mainly contain immune response (hematopoietic cell lineage, antigen processing and presentation, complement and coagulation cascades, cytosolic DNA-sensing pathway, and Toll-like receptor signaling pathway); signaling molecules and interaction (ECM-receptor interaction, cytokine-cytokine receptor interaction, and neuroactive ligand-receptor interaction); signal transduction (TGF-beta signaling pathway and MAPK signaling pathway); cardiovascular diseases (dilated cardiomyopathy and hypertrophic cardiomyopathy); transport and catabolism (lysosome); cell communication (focal adhesion); and several pathways associated with the biosynthesis of other secondary metabolites, parasitic infectious diseases, and nervous system and nucleotide metabolism.

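Supplementary Table 3 holds 36 gene names, of which 32 matched a gene symbol of the array. The names CTSB/L/S, CH242-247L10.3, ECM and PolIII matched none. Each matched gene was read at its probes in Supplementary Table 2 or, where that table names none, at its brightest colonic probe, which gave 34 probes. Of these, 31 changed in the direction of the table and 24 passed an unadjusted p under 0.05 and a fold change above 1.5. The 3 that went the other way were ITGB3, with a log2 fold change of 0.11 (adjusted p = 0.982 from limma; 0.59 and past both thresholds with scaling to the 75th percentile), CYP2A19, with 0.21 (adjusted p = 0.982), and SH2B3, with -0.15 (adjusted p = 0.994). The ITGB3 probe lay at the top of the signal range, and the other ITGB3 probe fell by 0.61. The value of CYP2A19 lay between 0.06 (without RPS replicate 1) and 0.31 (without RPS replicate 2) with 1 array left out, and was 0.03 with normexp. Over all probes of each gene, 31 of the 32 genes had at least 1 probe past both thresholds in the direction of the table, and 0 had one in the opposite direction. PSAP was the gene without such a probe. With the normexp correction, whose offset draws the fold changes of dim probes toward 0, the number was 11 genes. It was 22 without RPS replicate 4 and 24 without CS replicate 2. The genes of the table were chosen by the study on these arrays, and many have several probes, so these counts are not independent evidence. In the pathways outside the immune system, the genes that fell included TGFB3 (log2 fold change -1.02), FST (-1.11), GAL (-1.91), ADORA3 (-1.28 and -1.43 at its 2 probes) and TPM2 (-0.84). GAL was at background on all 4 arrays of the RPS group, which makes it at least 1.46-fold lower with RPS. AMH (0.99), OSM (1.06), AVPR2 (1.04), CALCRL (0.62) and SHC1 (0.62) rose. TGFB3, FST and AMH each had a brighter probe that was well above background on all 8 arrays. Those probes had log2 fold changes of -0.28, -0.01 and 0.30 in this order and met neither threshold. None of these genes had an adjusted p under 0.05, and the smallest was that of TPM2, 0.189.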

**Figure 5:**
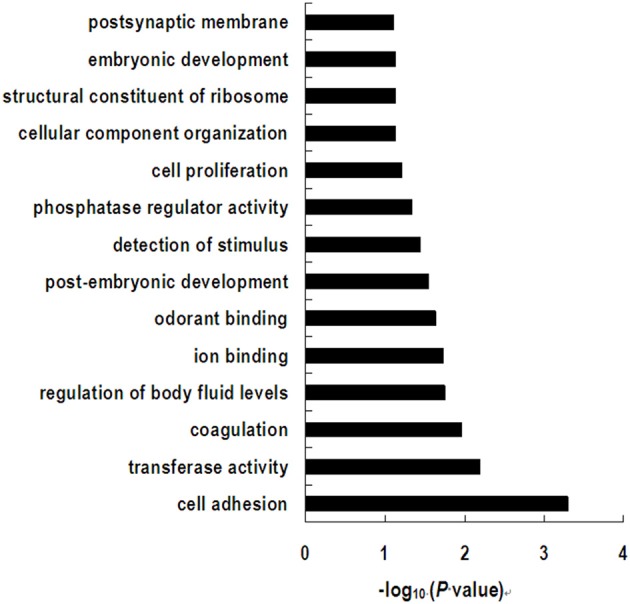
**Significant gene ontology terms represented on the list of differential expressed genes induced by dietary treatment**.

## Discussion

We investigated in the present study the effects of long-term consumption of RPS on the mucosa transcriptome, digesta- and mucosa-associated microbiota composition in the proximal colon of pigs. We found that compared with the control diet, the RPS diet changed the colonic expression profile of the host gene involved in immune response pathways; decreased the number of total bacteria and the relative abundance of *Clostridium, Treponema, Oscillospira, Phascolarctobacterium*, RC9 gut group, and S24-7-related OTUs; and increased the relative abundance of *Turicibacter, Blautia, Ruminococcus, Coprococcus, Marvinbryantia*, and *Ruminococcus bromii*-related OTUs.

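Of the genes that Supplementary Table 3 places in its immune system pathways, CD4, C1S, SERPING1 and TLR6 were read as follows. CD4 (probe A_72_P077421) was lower with the RPS diet, with a log2 fold change of -0.99 (standard error 0.30, adjusted p = 0.756 from limma), and its groups overlapped (exact permutation test, p = 0.0571). SERPING1 (probe A_72_P209407) was lower by a log2 fold change of -1.03 (standard error 0.23, adjusted p = 0.517) without overlap between the groups (exact permutation test, p = 0.0286). C1S (probe A_72_P088781) had a log2 fold change of -0.58 (standard error 0.25, adjusted p = 0.919), just short of the fold threshold, and passed both thresholds in 7 of 18 settings. TLR6 (probe A_72_P088166) was higher by 0.60 (standard error 0.19, adjusted p = 0.789), and its 4 arrays with RPS were all above those with CS (exact permutation test, p = 0.0286). All 4 probes were well above background on all 8 arrays. CD4, SERPING1 and TLR6 fell below the fold threshold after the normexp correction, with log2 fold changes of -0.50, -0.49 and 0.33. TLR6 fell below it also after scaling to the 75th percentile (0.54) and without CS replicate 1 (0.58), CS replicate 3 (0.53) or RPS replicate 3 (0.45). Other probes of these genes differed. C1S passed both thresholds at A_72_P442680 (-0.65), and CD4 did not at A_72_P306178 (-0.38). SERPING1 passed both at A_72_P011466 (-0.99) but not at A_72_P689477 (-0.49). The paper states that the RPS diet changed the expression of host genes in immune response pathways.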

Most studies today focus on the microbiota in the digesta of the hindgut or feces, whereas research on the effect of RS on mucosa-associated microbiota is limited. Our previous study showed that the substitution of about half of CS with RPS in pig diets increased the amount of RS in the diet, and the amount of starch in the cecum and colon of pigs (Fang et al., 2014). The present study is the first to our knowledge to use a high-throughput technique to investigate the RS effect on colonic mucosa-associated microbiota in pigs. In the present study, consumption of an RPS diet didn't affect the abundances of phyla, both in the digestive and mucosal microbiota. Martínez et al. (2010) reported that type RS4 but not RS2 significantly induced Bacteroidets and Actinobacteria while decreasing Firmicutes at the phylum level. Young et al. (2012), however, found blooms of Bacteroidets and Actinobacteria in colonic digesta when feeding type 2 RS to rats. The inconsistent results from the different studies may be due to different type of RS being used in different animal models.

The abundance of genera *Oscillospira, Parabacteroides, Phascolarctobacterium*, S24-7, *Alloprevotalla, Anaerotruncus*, RF16, *Bacteroides, Spirochaeta, Mucispirillum, Oscillibacter*, dgA-11 gut group, *Sutterella*, and *Mogibacterium* in colonic mucosa was significantly higher than that in digesta, while genera *Turicibacter, Anaerotruncu*, and Peptostreptococcaceae incertae_sediss showed the inverse tendency. In addition, we found that the richness estimators (ACE and Chao) of colonic mucosa-associated microbiota were higher than colonic lumen, which is in agreement with the results of a recent study where the mucosa-associated ileal microbiota harbored greater bacterial diversity than the lumen but similar membership to the mucosa of the large intestine in pigs (Looft et al., 2014). Meanwhile, we found that the RPS had the similar modulation effects on either relative abundance or diversity of mucosa-associated microbiota to the lumen in the colon of pigs, which suggests that the RS can affect the pigs through the interaction between mucosa-associated microbiota and the host cell, not just its fermentation products.

The genus *Ruminococcus*, which belong to clostridial cluster IV are numerically abundant in the large intestine of humans and pigs, typically accounting for 10–40% of total bacterial 16S rRNA sequences, but are under-represented by cultured isolates (Lay et al., 2005). There are strong indications, however, that this genus plays a primary role in the degradation of particulate substrates such as fiber and RS (Flint et al., 2008; Chassard et al., 2012). Recently, some *Ruminococcus* species were found to play a primary role in the degradation of dietary RS. Ze et al. (2012) found that *Ruminococcus bromii* is a keystone species for the degradation of RS in the human colon. Recent dietary intervention studies have reported increased populations of *R. bromii* and other gram-positive bacteria in fecal or colonic samples during consumption of diets high in RS (Abell et al., 2008; Martínez et al., 2010; Walker et al., 2011; Haenen et al., 2013b). Similarly, the present study also showed that the abundance of this species increased significantly in both colonic digesta and mucosa of pigs fed an RPS diet compared to the CS diet. In addition, we also found that the long-term intake of RPS increased the abundance of genus *Coprococcus* in the colon of pigs. Strains related to *Coprococcus* that belonged to the *Clostridium coccoides* cluster were also listed in major butyrate-producing bacteria isolated from the human colon in a previous review (Louis and Flint, 2009). The increase in the abundance of butyrate-producing bacteria is in agreement with the fact that an RPS diet significantly increased the concentrations of butyrate and total SCFA, as was shown in our preliminary study (Fang et al., 2014).

In the present study, we found that RPS diet decreased the pH value in the colon contents of pigs, which may be due to the increase of SCFAs produced by microbial fermentation of starch (Fang et al., 2014). In addition, the lactate concentration in colon of the RPS group was also higher than the CS group (data no shown). 

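TLR7 was measured in the colon by 1 probe, A_72_P165031. Its normalized signal was 6.70 ± 0.86 (log2, SD, n = 4) with the RPS diet and 8.45 ± 0.98 (SD, n = 4) with the CS diet, and it was well above background on all 8 arrays. The log2 fold change was -1.76 (standard error 0.59, adjusted p = 0.815 from limma). The groups overlapped, and the exact two-sided permutation test gave p = 0.0571. Over the 18 settings tried, the log2 fold change lay between -2.18 and -1.24, and 15 of them kept an unadjusted p under 0.05 with a fold change above 1.5. The unadjusted p rose above 0.05 without CS replicate 2, where the log2 fold change was -1.66, without RPS replicate 3 (-1.53) and without RPS replicate 4 (-1.64).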

The array data showed that gene expression of TLR-7 in the colon was down-regulated by the consumption of RPS. TLR7 recognizes single-stranded RNA in endosomes, which is a common feature of viral genomes that are internalized by macrophages and dendritic cells (Hipp et al., 2013). The decline in the pH value may result in the decrease of bacteria or virus populations in the colon of pigs. This was confirmed by the results of real-time PCR quantification of the complete 16S rRNA gene copies of total bacteria and the rarefaction curves of the 16S rRNA gene sequences. 

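The lysosome pathway of Supplementary Table 3 names LIPA, GALNS, CTSZ, CTSB, CTSD and PSAP, and the probes at which they were read, those of Supplementary Table 2 or else the brightest, were well above background on all 8 colonic arrays. CTSD (cathepsin D) was lower with the RPS diet at both of its probes, with log2 fold changes of -1.02 at A_72_P178086 (standard error 0.25, adjusted p = 0.560 from limma) and -1.04 at A_72_P772656 (standard error 0.22, adjusted p = 0.452). At each of the CTSD probes, all 4 signals with RPS were below all 4 with CS (exact two-sided permutation test, p = 0.0286). CTSZ fell by 0.92 (standard error 0.26, adjusted p = 0.714). These 3 probes kept an unadjusted p under 0.05 and a fold change above 1.5 in 18 of 18 settings. LIPA fell by 0.68 at its brightest probe (standard error 0.27, adjusted p = 0.902), with both thresholds met at 2 of its 4 probes, and this probe kept them in 9 of 18 settings. CTSB fell by 0.57 (standard error 0.24, adjusted p = 0.919), short of both thresholds, which 2 of its 4 probes met. GALNS fell by 0.15 at its brightest probe (standard error 0.15, adjusted p = 0.982), and 1 of its 4 probes met both thresholds, with -0.88, but was well above background on 1 of 4 arrays of the RPS group. PSAP fell by 0.29 (standard error 0.17, adjusted p = 0.982). Its 7 probes were all lower with RPS, by log2 fold changes from -0.58 to -0.09, and 0 of them met both thresholds. Leaving out RPS replicate 4 brought the log2 fold changes nearer to 0, to -0.43 for LIPA, -0.38 for CTSB, -0.17 for PSAP, -0.05 for GALNS, -0.69 for CTSZ and -0.78 and -0.83 for CTSD. GALNS moved by more than 1.5 times also without CS replicate 1 (-0.08) or RPS replicate 3 (-0.26).

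**Figure D2:**
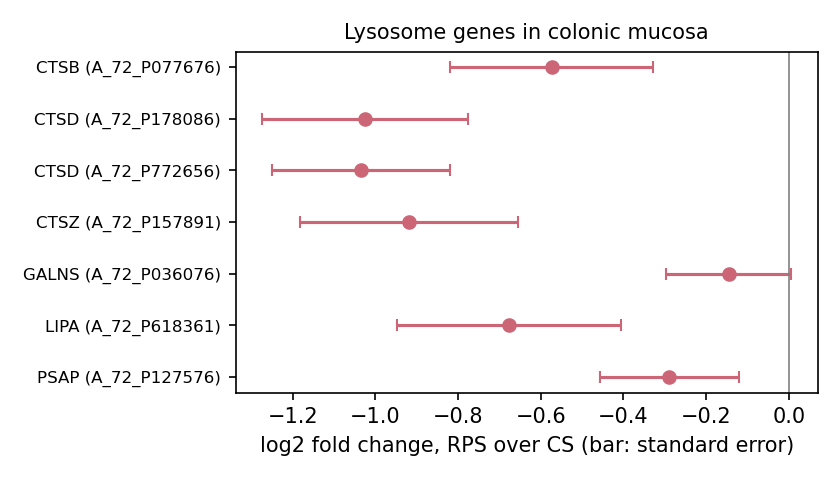
Log2 fold change of the lysosome genes of Supplementary Table 3 in colonic mucosa, RPS over CS (points), with the standard error (bars). All points lie below 0, from -1.04 for CTSD to -0.15 for GALNS.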

The array data in the present study also showed that RPS significantly suppressed genes involved in lysosome (Figure 6). Lysosomes are cellular organelles that contain acid hydrolase enzymes that break down waste materials and cellular debris. One of the major functions of lysosomes is the digestion of material taken up from outside the cell by endocytosis including excess or worn-out organelles, food particles, and engulfed viruses or bacteria. Similarly, Haenen et al. (2013b) found that short-term (2 weeks) intake of RS could also decrease the relative abundance of potential pathogens in the bacterial community, and could suppressed genes involved in both the innate and the adaptive immune response.

**Figure 6:**
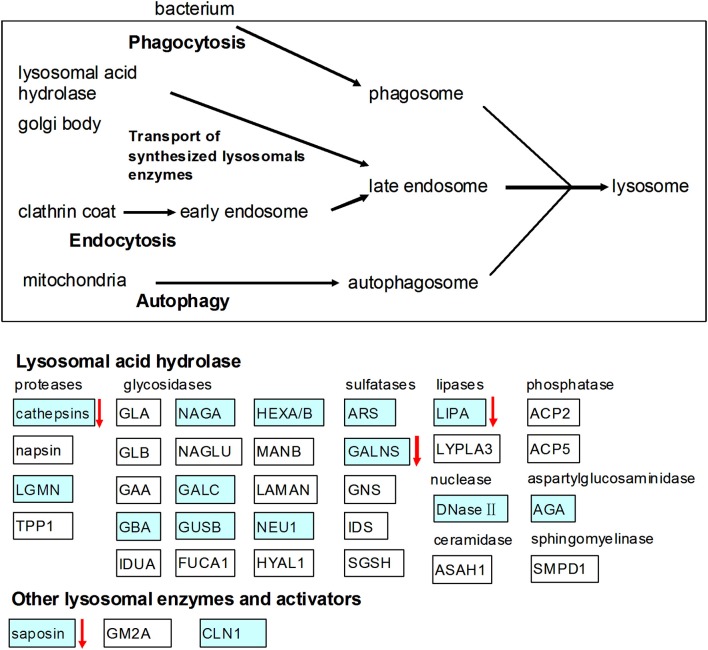
**Effects of high RS diet on lysosome pathway**. Gene symbols in blue indicate genes that are detected by microarray, genes indicated with arrows were significantly down-regulated.

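A list of genes for lysosomal hydrolases and their activators was written from general knowledge before the data were examined. Of its 55 genes, 28 matched a gene symbol assigned to a probe. The others may still be on the array, since 28980 probes had no symbol. With 1 probe per gene, the brightest, 23 of the 28 were lower with the RPS diet, and the median log2 fold change was -0.23. Limma's camera test with a preset correlation of 0.01 between genes, run against 7208 genes, gave an adjusted p = 2.71e-07 over 12 lists. The adjusted p ranged from 3.26e-09 to 0.126 over 22 alternatives. The call held in 20 of them, which kept the preset correlation and so do not test it. It was lost in the 2 that take the correlation between genes from the data. These were fry (adjusted p = 0.124) and camera with an estimated correlation (adjusted p = 0.126). The median of the list stayed between -0.31 and -0.15. The list includes 6 genes that the study had picked from these arrays. Without them, the median over 22 genes was -0.19 (adjusted p = 5.10e-04 from camera with the preset correlation only). For each array, the median of the list's centred signals was 0.17 ± 0.07 (log2, SD, n = 4) with CS and -0.12 ± 0.17 (SD, n = 4) with RPS, with no overlap between the groups (exact permutation test, p = 0.0286, adjusted over 12 lists p = 0.0857). A list of 23 lysosomal membrane genes had a median of -0.06 with 12 genes lower (adjusted p = 0.497 from camera), and its sign turned to 0.01 after scaling to the 75th percentile.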

Recent studies have shown that the microbial metabolites, SCFA, can regulate colonic regulatory T cell homeostasis and can control gut inflammatory responses (Arpaia and Rudensky, 2014). Butyrate can suppress pro-inflammatory cytokine production by intestinal macrophages (Arpaia et al., 2013; Chang et al., 2014). The suppression role in immune response of a high RS diet may be due to the increase in SCFA. 

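The IL-1β probe of Supplementary Table 2, A_72_P463511, was named IL-1beta in the scanner files. The files list for it 2 reference transcripts, those of IL1B2 and of IL1B. Its normalized signal was 7.87 ± 0.24 (log2, SD, n = 4) with the RPS diet and 6.78 ± 0.14 (SD, n = 4) with the CS diet, well above background on all 8 colonic arrays. The log2 fold change was 1.10 (standard error 0.15, adjusted p = 0.189 from limma), and the groups were apart (exact two-sided permutation test, p = 0.0286). It lay between 0.68 and 1.18 over 18 settings, and both thresholds were met in 18. Another probe, A_72_P441479, assigned to IL1B alone, was well above background on all 8 arrays and had a log2 fold change of -0.20 (standard error 0.46, adjusted p = 0.992). The other probes assigned to IL1B2 had log2 fold changes of 1.31 at A_72_P440598 (standard error 0.52), which was above background on 0 of 8 arrays, and 0.09 at A_72_P611199 (standard error 0.48).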

The array data in the current study showed, however, that long-term intake of RPS significantly increased pro-inflammatory cytokine IL-1β gene expression, which is not in line with the observation that the RPS increased the total SCFA and butyrate production in the colon in our previous study (Fang et al., 2014). The possible reason is that the significant decrease of pH value in the colon caused by long-term intake of PRS may result in the death of bacteria, and the accumulation of lipopolysaccharides (LPS). Similarly, the LPS have received increasing attention in rumen acidosis caused by a high concentration (starch) diet because of their role in the inflammatory response of the body (Tao et al., 2014). Although their benefit roles such as improving colonic mucosal integrity and reducing gut apoptosis are well known in humans and animals consuming a high RS diet (Nofrarías et al., 2007), the results of this study suggest that long-term intake of RPS may result in a negative effect on the health of pigs because of the low pH in the hindgut. Further studies are needed, however, to know whether this negative role will happen when using other type of RS diet or in humans and other animals in the long-term.

In conclusion, we have shown that long-term consumption of a diet high in RS modulated digesta and mucosa-associated microbial composition, and gene expression in the colon of pigs. While our findings suggest that a high RS diet may result in both positive and negative effects on gut health, which should not be ignored in further studies, additional investigation is required to further elucidate the underlying mechanisms of balancing the roles of RS on animal health.

## Author contributions

Conceived and designed the experiments: YS, WZ. Performed the experiments: YS, YS, LF, LZ. Analyzed the data: YS, LF, YS. Wrote the paper: YS, YS.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet
**Source:** Front Microbiol. 2015 Aug 25;6:877. doi: 10.3389/fmicb.2015.00877
**Supplement:** Supplementary file 1

***Supplementary Material***

**Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet**

Yue Sun, Liping Zhou, Lingdong Fang, Yong Su*, Weiyun Zhu

**Supplementary Tables**

**Supplementary Table 1.** Relative abundances of microbial OTUs (percentage) that were significantly affected by the dietary treatment or the niche compartment in the colon of pigs1.

## 1OTUs with relative abundances higher than 0.05% within total bacteria were sorted and showed in the table.

## 2SEM, standard error of means, n=5 or 6.

3The consensus sequence of each OTU was annotated to the closest lineage using MOTHUR program against the SILVA 16S rRNA reference database. s: = species; g: = genus; f: = family; o: = order**.**

# Supplementary material for: Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet
**Source:** Front Microbiol. 2015 Aug 25;6:877. doi: 10.3389/fmicb.2015.00877
**Supplement:** Supplementary file 2

***Supplementary Material***

**Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet**

Yue Sun, Liping Zhou, Lingdong Fang, Yong Su*, Weiyun Zhu

**Supplementary Table 2.** Differently expressed genes (P < 0.05, fold change > 2) in the colonic mucosa of pigs between two dietary groups (RPS diet vs CS diet).

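All 55 probes of this table were on the array, 28 listed as higher and 27 as lower with the RPS diet. All 55 changed in the listed direction in limma and had an unadjusted p under 0.05 with a fold change above 1.5, and 52 had one above 2. The methods' t-test on the same values also called 55. The table was chosen by the study on these arrays, so these counts are not independent evidence. The ratio of each fold change to the paper's lay between 0.758 and 1.24, with a median of 0.982. Across the 55 probes, which are not independent replicates, the log2 fold changes correlated with those of the paper with r = 0.997. The smallest adjusted p among the 55, with the adjustment over all 43603 probes, was 0.139 in limma. Over the alternatives with all arrays, the adjusted p of the HFE2 probe, which is among the 55, went down to 0.0378. The groups were apart at 36 of the 55 probes. Over the whole array this held for 2841 probes, or 6.52%, where chance gives 2.86%. The probes are not independent and each group is 1 slide, so this excess cannot be credited to the diet. Under the normexp correction, 29 of the 55 probes lost the call. All 55 kept an unadjusted p under 0.05 there, so the call was lost on the fold change alone. With 1 array left out, between 0 (RPS replicate 2) and 8 (RPS replicate 4) lost it. BGN, PLS3 and GAL were at background on all 4 arrays of the RPS group, and their folds are bounds: BGN was at least 1.10-fold and PLS3 at least 1.91-fold lower with RPS. The 2 probes listed as C1QB moved apart, one up 2.52-fold (A_72_P407323, which carries no gene name in the scanner files) and the other with a log2 fold change of -1.27 (A_72_P442926).

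**Figure D3:**
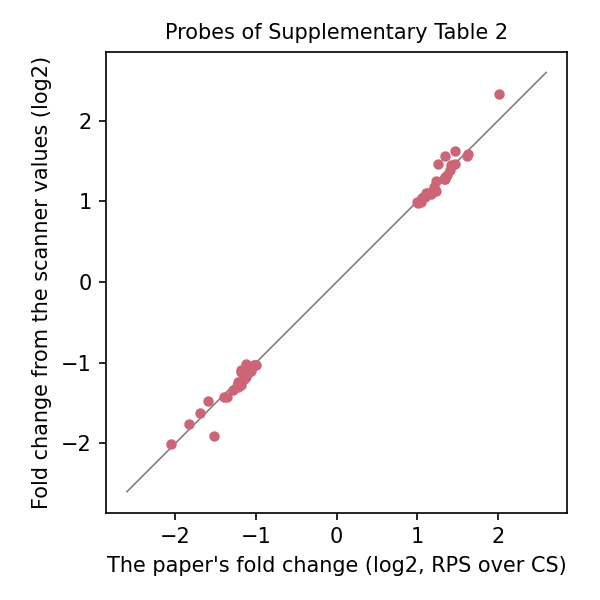
Fold change of each of the 55 probes of Supplementary Table 2 (log2, RPS over CS), computed from the scanner signals (y axis), against the paper's fold change (x axis). Points on the diagonal have equal values, and the median ratio of the folds is 0.982.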

**Supplementary Table 3.** The KEGG Pathways enriched with differentially expressed genes induced by dietary treatment (RPS diet vs CS diet).

# Supplementary material for: Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet
**Source:** Front Microbiol. 2015 Aug 25;6:877. doi: 10.3389/fmicb.2015.00877
**Supplement:** Supplementary file 3

***Supplementary Material***

**Responses in colonic microbial community and gene expression of pigs to a long-term high resistant starch diet**

Yue Sun, Liping Zhou, Lingdong Fang, Yong Su*, Weiyun Zhu

**Supplementary Table 3.** The KEGG Pathways enriched with differentially expressed genes induced by dietary treatment (RPS diet vs CS diet).

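Each pathway of this table is given with the differentially expressed genes found in it (hits), the genes of the pathway (total) and their quotient (percent). The enrichment test compares that quotient with the one among all genes, and the Q value is meant to correct its P value for the number of pathways. The enrichment was not run again, since the pathway membership of the genes was not part of the data used here. Many of the genes have several probes on the array, and the value depended on the probe. COL6A3 had 9 probes, of which 7 were lower with the RPS diet and 3 met an unadjusted p under 0.05 with a fold change above 1.5, with log2 fold changes from -0.93 to 0.34. COL5A2 had 4 probes, all lower, and 1 met both thresholds. CYP2A19 had 7 probes, 4 of them lower, from -0.84 to 0.33, and 1 met both. SH2B3 had 4 probes, from -0.50 to 0.76, and ENTPD1 had 4, from -0.93 to 0.07. The 3 probes read for FCGR3B, which the RefSeq table assigns to FCGR3A, were all lower, from -0.65 to -0.33. At ITGB3, 1 of the 2 probes fell by 0.61, and the brighter one lay at the top of the signal range.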

How the deposited data were processed for this re-analysis (not part of the article)

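Colonic mucosa and liver of pigs fed the CS or the RPS diet were measured on 16 one-colour Agilent porcine arrays, 4 pigs per diet and tissue and 1 array per pig, without pooling. According to the file headers, the authors scanned each array and had Feature Extraction software write the intensity values of each spot, with the background subtracted and trends across the array removed, not normalized between arrays, and with a small positive value where a signal did not exceed its error. The unsubtracted spot and background brightness and the software's marks for outliers, saturation and signal above background come from the same files. The authors also deposited a table of log2 values, which according to its description had been quantile normalized in GeneSpring, and whose columns share nearly 1 distribution over all 16 arrays. The depth of an array is given by the 43603 probes it measures and by the share of them well above background, 64.9% to 72.2% in the colon and 61.1% to 65.9% in the liver.

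From the scanner signals, control spots were left out, outlier spots were set to missing, signals were put on the log2 scale, quantile normalized (the methods name a quantile algorithm, not the set of arrays, for which the 8 arrays of a tissue were taken), and averaged over the spots of a probe. RPS minus CS was fitted per probe with limma (lmFit and eBayes, version 3.58.1 in R 4.3.3, with data.table 1.17.8), p-values were adjusted by Benjamini-Hochberg over all probes, and a probe passed both thresholds with an unadjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper. No filter on signal was applied. The difference of the diet effect between colon and liver was tested in a fit of the 16 arrays normalized together. With 4 pigs per group, the smallest p of an exact two-sided permutation test is 0.0286. Figures were drawn with matplotlib 3.10.9.

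Probes were assigned to genes by the symbol, description and accession in the scanner files and by the RefSeq table of the pig genome. A symbol was found for 14623 probes (7213 distinct), of which 14049 matched the RefSeq table (10378 by the symbol of the file, 463 by an older name, 2200 by a LOC number, 1008 by an accession) and 574 kept the name of the file. The other 28980 had none. Genes that the paper names were read at the probe of Supplementary Table 2 and, where it lists none, at the brightest colonic probe of the gene.

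Gene lists for lysosomal hydrolases, lysosomal membrane proteins, epithelium, goblet cells, macrophages, neutrophils, T cells, B and plasma cells, fibroblasts and matrix, smooth muscle, endothelium and enteric neurons and glia were written from general knowledge and tested with limma's camera (preset correlation 0.01) on 1 probe per gene, the brightest, against 7208 genes, with Benjamini-Hochberg adjustment over these 12 lists. A list of 18 abundant liver transcripts was added later and tested without adjustment. The hydrolase list was also compared with 10000 random lists of genes of like mean signal, drawn in 20 signal bins. All 35 divisions of the 8 arrays of a tissue into equal groups were tested as the diet was. For the interaction 100 divisions were tested, of which 1 was the division by diet and the others were drawn at random. In each of 116 groups of 4 arrays, the gap between the outermost value and its neighbor was compared with Dixon's critical value of 0.829.

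The whole procedure was tested on simulated data in which 200 of the 43603 probes were changed between the groups. In the colon, limma found 187 of the 200 by unadjusted p and fold, together with 1471 unchanged probes, and 129 by adjusted p with 7 unchanged ones. The methods' t-test found 182 with 967 unchanged, and 113 with 8. In the liver, limma found 187 with 984 unchanged, and 142 with 15, and for the interaction 175 with 1898 unchanged, and 126 with 3.

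The alternatives were scaling to the 75th percentile, quantile normalization over 16 arrays, normexp background correction (offset 50) of the unsubtracted signals, the authors' log2 values, outlier spots kept, only probes well above background on all arrays of a group, the methods' t-test, an intensity trend in eBayes, all 16 arrays in 1 fit, the replicate number as a block, a fold change above 2, probes averaged by gene, and each array left out in turn. The hydrolases and other lists were also tested with fry, with an estimated correlation, with probes averaged by gene and without the genes of the paper's tables. A further 12 combinations of the methods' t-test with other values, filters and thresholds were added after the results were seen. The slide was not used as a block, because each slide holds 1 group only. Deviations of colon and liver arrays with the same number correlated with r between 0.13 and 0.28 for the 4 CS pairs. For the 4 RPS pairs, r lay between -0.06 and 0.10 (29966 probes). Whether the numbers pair the tissues of a pig stays open. The number is also the position of the array on its slide, and no comparison with arrays of other numbers is given. The interaction was therefore also fitted with the pig as a random block (duplicateCorrelation), with the pairs of both diets and with those of CS only, alternatives added after the results were seen. GO and KEGG enrichment and the measurements of the study other than the arrays were not analysed here.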

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

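The tests of the background level of probe A_72_P221592, of lymphoid tissue and of the quality of RPS replicate 2 were chosen after the results they bear on had been seen, and the test of CS replicate 3 was prompted by the values it explains.

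In each of 116 groups of 4 arrays, the gap between the outermost value and the nearest other one was divided by the range of the group, and 11 groups exceeded Dixon's 95% critical value. Chance gives about 1 such group in 20. In the colon, CS replicate 3 was the array concerned at 4 probes: OSM with 4.87 against 5.46 to 5.51 on the other 3 arrays (gap over range 0.921), ADORA3 at probe A_72_P592214 with 7.67 against 6.61 to 6.71 (0.907), C14H10orf10 with 6.17 against 8.34 to 8.70 (0.859) and GABRR2 with 5.21 against 3.61 to 3.67 (0.966). DUOX1 on RPS replicate 2 read 3.38 against 5.19 to 5.28 (0.951). An array of lower quality was tested for both. CS replicate 3 had a mean correlation of 0.953 with the other CS arrays, the lowest of its group, but the second highest share of probes above background, 71.5%. RPS replicate 2 also had the lowest mean correlation of its group, with the highest share of probes above background, 68.1%. Quality and tissue composition cannot be told apart by these measures, since a scraping with other tissue in it also correlates less with its group.

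More lymphoid tissue in these 2 scrapings is a candidate explanation. The level of the B and plasma cell list, the median of its 4 genes after centring on the 8 arrays, was 3.12 on CS replicate 3 and 2.74 on RPS replicate 2 (log2) and at most 0.92 on the other 6. Its most abundant gene, MS4A1, read 12.72 and 12.57 on these arrays and 6.50 to 10.37 on the others, and CD79A read 10.67 and 10.07 against 5.52 to 8.62. The T cell list was at least 0.52 on the 2 arrays and at most 0.31 on the others. The epithelium list was at most -0.89 against at least 0.20, with its most abundant gene, LGALS4, at 16.65 and 17.12 against 17.93 to 18.33. All 4 genes of the B and plasma cell list are also expressed above background in the colon, and 0 of them are in the paper's tables. As the 2 arrays come from different diets, the diet does not explain them, and their pigs or the site of the scraping stay open.

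At TPM2, CS replicate 1 read 10.49 against 10.66 to 10.69 (gap over range 0.848). LCE1F on RPS replicate 1 read 4.33 against 0.79 to 0.83 (0.989), and only this array of the RPS group was well above background there, so the size of the fall of LCE1F rests on 3 arrays at background. ITGB3 on RPS replicate 4 read 19.10 against 19.00 on each of the other 3 arrays (gap over range 1). Quantile normalization gives probes of the same rank the same value on every array, which is why 3 arrays share one at the top of the range. The share of probes above background in the colon was 64.9% on RPS replicate 4 and 67.7% to 68.1% on the other RPS arrays (gap over range 0.862). In the liver, CS replicate 4 read 1.25 against 2.43 to 2.53 at RTN2 (0.919) and 5.95 against 6.82 to 6.98 at ADCYAP1 (0.849). No biological explanation was tested for these single arrays.

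The paper does not report on the liver arrays. Of 43603 probes, 3309 had an unadjusted p under 0.05 between the diets in limma, 1554 of them with a fold change above 1.5, and 1 probe had an adjusted p under 0.05 (the methods' t-test also gave 1). The probe found by limma, A_72_P221592, was higher with RPS by 1.79 on the log2 scale (adjusted p = 0.00405) and carries no gene symbol. Its diet effect also differed between the tissues, by a log2 difference of -2.10 for colon minus liver (adjusted p = 4.36e-06), and it was the 1 probe of the interaction under an adjusted p of 0.05 (2059 had an unadjusted p under 0.05). The next probe of the interaction, that of HEY1, had an adjusted p of 0.107. The scanner signals of A_72_P221592 were 1.62 to 2.20 in the liver with CS and 6.10 to 7.24 with RPS, and the probe was well above background on 0 of the 8 liver arrays. A probe at background level is therefore a candidate explanation, in which the slide that held the 4 RPS liver arrays read higher at this spot. Among the 35 divisions of the liver arrays into equal groups, 11 gave at least as many probes under an adjusted p of 0.05 and 2 gave at least as many past an unadjusted p of 0.05 and 1.5-fold, and for the interaction 42 of 100 divisions gave as many. Each of these counts includes the division by diet itself. Chance cannot be excluded for any of these 3 counts. A true effect of the diet on the liver stays open as well.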

How the results depend on the processing

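The 12 combinations of the methods' t-test with other values, filters and thresholds, the pig as a block in the interaction, and the list of abundant liver transcripts were chosen after the results were seen.

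The number of colonic probes past both thresholds, 1283 in limma, was 1968 with scaling to the 75th percentile, 172 with normexp, 780 with only probes well above background and 517 with a fold change above 2. It stayed within 1.5 times 1283 with quantile normalization over 16 arrays (1218), the authors' log2 values (1215), outlier spots kept (1282), the methods' t-test (964), an intensity trend (1262) and all 16 arrays in 1 fit (1537). With 1 array left out it ranged from 1067 (without CS replicate 4) to 2635 (without RPS replicate 2). The t-test combinations gave 771 (probes above background on at least 1 array), 787 (that filter on the authors' values), 550 and 575 (the stricter filter, on scanner signals and the authors' values), 142 (normexp), 393 and 337 (fold change above 2, likewise), 161 and 175 (fold change above 2 with the stricter filter, likewise), 929 (the authors' values), 881 (linear signals) and 1373 (75th percentile).

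The share of up-regulated probes among them, 55.2%, moved to 69.0% with the 75th percentile, 47.7% with normexp, 51.6% with all 16 arrays in 1 fit and 58.6% with probes averaged by gene, and ranged from 47.8% (without CS replicate 3) to 59.5% (without RPS replicate 4). The number of probes with an adjusted p under 0.05, 0 in the colon, was 27 with all 16 arrays in 1 fit, and ranged from 0 to 8 with 1 array left out (8 without RPS replicate 2, 1 without CS replicate 2).

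In the liver, the number past both thresholds, 1554, was 220 with normexp, 965 with only probes above background and 525 with a fold change above 2, and ranged from 1408 (without RPS replicate 1) to 2029 (without RPS replicate 4). The 1 probe under an adjusted p of 0.05 became 0 with the 75th percentile, normexp or only probes above background and 11 with all 16 arrays in 1 fit, and ranged from 1 to 5 with 1 array left out (2 without CS replicate 1, CS replicate 4 or RPS replicate 1, 3 without CS replicate 3, 4 without RPS replicate 3, 5 without RPS replicate 4). The 1 probe of the interaction became 0 under the same 3 settings, and ranged from 1 to 6 (liver: 4 without CS replicate 3, 2 without CS replicate 4, 6 without RPS replicate 4; colon: 2 without CS replicate 3, 5 without RPS replicate 2).

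Replicate numbers were checked for pairing before they were used as a block. The deviations of RPS and CS arrays with the same number correlated with r between -0.48 and 0.49 in the colon. In the liver, r lay between -0.12 and 0.08 (29966 probes). These values give no sign that the numbers pair the pigs, but so few pairs cannot exclude it. Whether the numbers follow the blocks of the study's design stays open. As a block, the number gave 1267 probes past both thresholds in the colon (smallest adjusted p = 0.923 in limma) and 1522 in the liver (smallest adjusted p = 0.607), 0 probes under an adjusted p of 0.05 in each, and 1 in the interaction. With the pig as a random block across the tissues, the interaction gave 1 probe, A_72_P221592, both with the pairs of both diets (consensus correlation 0.0792) and with those of CS only (0.201), and the smallest interaction adjusted p of the named colonic probes was 0.211, at CTSD with the CS pairs. The slide as a block was not run, since each slide holds 1 group.

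Lysosomal hydrolases stayed lower with RPS in every setting, with a median from -0.31 to -0.17 with 1 array left out. Their call was lost with fry and with an estimated correlation, where the median stays -0.23 by design. These methods also lost the macrophage, fibroblast, neutrophil, T cell and B cell lists, and kept smooth muscle (adjusted p = 0.00423 with fry and 0.0218 with an estimated correlation). Medians that changed sign were those of endothelium (0.000990 with the 75th percentile, 0.00298 with quantile normalization over 16 arrays and with all 16 in 1 fit, from -0.23 to 0.069 with 1 array left out), lysosomal membrane (0.0135 with the 75th percentile), abundant liver transcripts (-0.0735 with only probes above background), enteric neurons and glia (-0.13 to 0.033; 0.033 without RPS replicate 2), epithelium (-0.28 to 0.58; -0.28 without CS replicate 3), goblet cells (-0.40 to 0.21) and T cells (-0.61 to 0.016; 0.016 without RPS replicate 4).

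Of 54 probes named in the text or the paper (A_72_P221592, without a gene symbol, among them), 27 lost their call in at least 1 setting (71 times in all), 5 gained one (13 times), and the other outcomes were the same (884 times) or reversed (3 times). Reversed were ITGB3, with -0.012 under normexp, and SH2B3, which ranged from -0.50 to 0.11 and turned positive without CS replicate 3 (0.11) and without RPS replicate 3 (0.02).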

Differences from the paper's values

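The 12 combinations of the methods' t-test with other values, filters and thresholds in this part were chosen after the values were seen.

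The paper counts differentially expressed genes in the colon where probes were counted here. The paper gives 781, and 1283 probes passed both thresholds in limma. Of the alternatives set before the data were examined, the total differed from the paper's by less than 1.5 times with the methods' t-test (964), with only probes well above background (780) and without CS replicate 4 (1067), and not with the others, among them scaling to the 75th percentile (1968), quantile normalization over 16 arrays (1218), normexp (172), the authors' log2 values (1215), outlier spots kept (1282), an intensity trend (1262) and all 16 arrays in 1 fit (1537).

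For up-regulated genes the paper gives 465, and 708 probes were counted. The numbers came within 1.5 times with quantile normalization over 16 arrays (675), the authors' values (670), only probes above background (416), the methods' t-test (546), an intensity trend (697), and without CS replicate 2 (650), CS replicate 3 (686), CS replicate 4 (555) or RPS replicate 1 (689), and not with the other alternatives set before the data were examined. For down-regulated genes the paper gives 316 and 575 probes were counted. Only probes above background (364) and the methods' t-test (418) came within 1.5 times. For up-regulated genes without annotation the paper gives 154, against 244 here, with 226 (quantile over 16 arrays), 224 (the authors' values), 119 (above background), 191 (the methods' t-test) and 193 (without CS replicate 4) within 1.5 times. For down-regulated genes with annotation the paper gives 238, against 421, and for those without 78, against 154. Only probes above background (295 and 69) and the methods' t-test (301 and 117) came within 1.5 times, and the other alternatives did not.

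Of the 12 combinations chosen after seeing the values, those of the methods' t-test on probes above background on at least 1 array (771 probes, 437 up and 334 down) and of the same filter on the authors' log2 values (787, 442 up and 345 down) come nearest to the paper's total, and each drops 0 of the 55 probes of Supplementary Table 2. Within 1.5 times of the total were also 929 (the authors' values, 0 dropped), 881 (linear signals, 7 dropped) and 550 and 575 (probes above background on all arrays of a group, 0 dropped each). The other 6 were 1373 (2 dropped), 142 (30), 393 (3), 337 (1), 161 (3) and 175 (1).

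The methods name a false discovery rate under 0.05 among the criteria for significance, and the paper selects its genes at nominal p-values. In limma 0 probes of the colon had an adjusted p under 0.05, with 2362 at an unadjusted p under 0.05, and the methods' t-test also gave 0 (3488 unadjusted). In Supplementary Table 3, the Q value is below its P value for 14 of 19 pathways and equal for 3, which a false discovery rate over several tests by Benjamini-Hochberg cannot be.

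The paper names DUOX1 as the most suppressed gene. Here 23 probes past both thresholds fell more, 6 of them with a symbol, from 5 genes: LCE1F (log2 fold change -6.24), NTRK2 (-2.88 and -2.08), CSN1S1 (-2.41), ABCD2 (-2.25) and NPY2R (-2.04). None of the 6 was well above background on all 8 arrays, while probe A_72_P329448, which has no symbol, was (-2.28). The paper names F7 as the most induced gene. Here 14 probes without a symbol rose more, of which 1 was well above background on all 8 arrays, so the others involve arrays with signals near background.

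Supplementary Table 3 lists PSAP as down-regulated. None of its 7 probes passed both thresholds in limma, while a probe did with quantile normalization over 16 arrays, with the authors' log2 values, with all 16 arrays in 1 fit and without CS replicate 1, CS replicate 4, RPS replicate 1, RPS replicate 2 or RPS replicate 3. The same table lists ITGB3 and CYP2A19 as lower and SH2B3 as higher. Their brightest probes had log2 fold changes of 0.11 (0.59 and past both thresholds with scaling to the 75th percentile), 0.21 and -0.15, although another probe of each passed both thresholds in the direction listed. The probe listed as FCGR3B belongs to FCGR3A in the RefSeq table.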

Other observations

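The tests of the quality of RPS replicate 2, of lymphoid tissue and of the list of abundant liver transcripts were chosen after the results they bear on had been seen, and the relations of the hydrolase list to other lists and the comparison with liver levels were prompted by results already seen, although the values they measure had not been.

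The number of colonic probes past both thresholds, 1283, does not stand out from other divisions of the 8 arrays. Of the 35 divisions into equal groups, 13 gave at least as many (from 409 to 5670, median 735), so chance cannot be excluded for this count. The methods' t-test likewise gave 13 of 35. With 0 probes under an adjusted p of 0.05 (2362 with an unadjusted p under 0.05 in limma, and 0 of 3488 with the methods' t-test), 35 of 35 gave as many, which says nothing beyond that. Signals near background may add to the count, since 45.7% of these probes were not well above background on all arrays of either group, against 34.3% of all probes. On simulated data with the same number of arrays, 129 of 200 changed probes were found by adjusted p and the others were missed. The size of the simulated changes is not stated here, so the simulation sets no limit on the changes that 0 probes leave possible. With 0 slides that hold both diets, an effect of the slide and an effect of the diet cannot be told apart for any probe.

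The divisions with more probes follow 2 arrays. CS replicate 3 and RPS replicate 2 stand on the same side in 15 divisions, which gave 1060 to 5670 probes (median 2379), and apart in the other 20, which gave 409 to 1283 (median 570), with the diets themselves as the largest. More lymphoid tissue in these 2 scrapings is a candidate explanation, for which the level of the B and plasma cell list on these arrays was at least 2.74. A lower quality of RPS replicate 2 cannot be told apart from it by the share of probes above background (68.1%), as the mean correlation with its group was the lowest, 0.953. Without RPS replicate 2 the number of probes past both thresholds rose to 2635. The contrast between the diets thus rests on pigs whose scrapings also differ for reasons that were not recorded.

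Lysosomal hydrolases were lower with RPS in the colon, with a median log2 fold change of -0.23 over 28 genes. A lower brightness of the RPS slide is argued against as the cause, since 0 of 10000 random lists of like mean signal had a median as low (lowest -0.17, median 0.03), which puts the list at percentile 0. Of the 35 divisions of the arrays, 3 gave a median at least as far from 0, so chance cannot be excluded. A lower share of macrophages in the RPS mucosa is a candidate explanation. The macrophage list had a median of -0.42 (14 of 15 genes lower, adjusted p = 5.12e-07 with camera, from 3.05e-08 to 0.126 over the alternatives with all arrays, with the call lost under fry and with an estimated correlation), and its most abundant genes, C1QB and C1QA, went from 14.09 to 12.82 and from 13.63 to 12.75. Of its genes, 14 are above background in the colon and 2 are in the paper's tables. A lower share of connective tissue and muscle in the RPS scrapings is another. The fibroblast and matrix list had a median of -0.44 (15 of 16 lower, adjusted p = 8.28e-08, at most 0.145 over the same alternatives, 16 above background, 4 in the paper's tables; -0.22 with normexp and -0.74 without CS replicate 3) and the smooth muscle list one of -0.34 (7 of 9 lower, adjusted p = 1.81e-07, 9 above background, 2 in the paper's tables), with FN1 going from 13.56 to 13.37 and ACTA2 from 14.48 to 13.96. No gene is in more than 1 list. By exact permutation of the values per array, macrophages and smooth muscle gave p = 0.0286 (adjusted p = 0.0857) and fibroblasts p = 0.0857. Around the means of the diets, the level of the hydrolase list varied with that of macrophages (r = 0.863 over 8 arrays, permutation within diets, p = 0.0799, adjusted p = 0.224) and with that of fibroblasts and muscle (r = 0.587, permutation p = 0.149, adjusted p = 0.224), and less with that of epithelium (r = 0.218, permutation p = 0.585). Over the 8 arrays without regard to diet, r was 0.952 with macrophages (permutation p = 8.68e-04, adjusted over 3 relations p = 0.00260; Spearman's rho 0.833, permutation p = 0.0154; r = 0.752 without the 2 arrays farthest from the median), 0.839 with fibroblasts and muscle (permutation p = 0.00883, adjusted p = 0.0132; rho 0.857, permutation p = 0.0107; r = 0.803) and 0.0316 with epithelium (permutation p = 0.941; rho 0.238, permutation p = 0.582; r = 0.431), which includes the difference between the diets that the lists share. The relations around the diet means cannot be told apart from chance with 8 arrays, so whether fewer cells or less expression per cell lowered the hydrolases stays open, along with the diet and the slide. In the liver, the median of the hydrolases was -0.09 (19 of 28 lower, adjusted p = 0.319), and the difference between the tissues was not tested for the list.

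F7 and HFE2 are transcripts of the liver, and both were higher with RPS in the colon. RNA from liver in the RPS samples is argued against. In the fit of 16 arrays, F7 gained 11.3% of its level in liver and HFE2 0.485%, whereas 0 of 18 abundant liver transcripts gained as much as either (median -1.05e-05%, largest 0.0715% for SERPINA1). The median log2 fold change of these 18 genes in the colon was 0.17 (8 of 18 lower), and 11 of them were above background in the colon. A change of expression in the colon stays open. F7 was above background on 1 of 4 colonic arrays with CS, HFE2 on 4 of 4.

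The other lists were tested in the colon in the same way. Neutrophil genes were higher with RPS (median 0.59, 2 of 11 genes lower, adjusted p = 0.0206 with camera; 6 of the 11 were above background and 2 are in the paper's tables), and T cell genes (-0.27, 11 of 12 lower, adjusted p = 0.0334) and B and plasma cell genes (-1.60, 4 of 4 lower, adjusted p = 0.0362) were lower. The call of the neutrophil list was lost without the 2 genes of the paper's tables (median 0.39, adjusted p = 0.353), and without CS replicate 1 (median 0.17, adjusted p = 0.198), RPS replicate 2 (0.39, adjusted p = 0.143) or RPS replicate 4 (0.17, adjusted p = 0.0649). Its median was 0.15 with normexp. That of the T cell list was lost without CS replicate 3 (median -0.15, adjusted p = 0.412) or RPS replicate 4 (median 0.016, adjusted p = 0.984), and that of the B and plasma cell list without CS replicate 3 (median -0.82, adjusted p = 0.310), RPS replicate 1 (-0.83, adjusted p = 0.274), RPS replicate 3 (-1.41, adjusted p = 0.0609) or RPS replicate 4 (-1.20, adjusted p = 0.234). The T cell median was also -0.48 without CS replicate 1, -0.45 without CS replicate 4, -0.61 without RPS replicate 1 and -0.51 without RPS replicate 2, and that of B and plasma cells was -2.78 without RPS replicate 2, with -1.03 under normexp. Over the settings with all arrays, the adjusted p ranged from 6.40e-04 to 0.353, from 0.0146 to 0.715 and from 0.0111 to 0.582 for the 3 lists in this order. The setting with the methods' t-test lost all 3 calls (adjusted p = 0.0917, 0.117 and 0.138 in the same order). Scaling to the 75th percentile also lost the neutrophil call (adjusted p = 0.0643), and normexp that of B and plasma cells (adjusted p = 0.0790). By exact permutation of the values per array, neutrophil genes gave p = 0.0286 (adjusted p = 0.0857), T cell genes p = 0.457 and B and plasma cell genes p = 0.343. Epithelium (median 0.19, 3 of 19 lower, adjusted p = 0.231), endothelium (-0.00249, 4 of 7 lower, adjusted p = 0.599), enteric neurons and glia (-0.09, 4 of 7 lower, adjusted p = 0.231) and goblet cells (0.05, 1 of 4 lower, adjusted p = 0.993) did not pass with all arrays. Epithelium passed without CS replicate 1 (0.49, adjusted p = 0.0289), CS replicate 2 (0.47, adjusted p = 0.0368) or RPS replicate 2 (0.58, adjusted p = 0.00681), and was -0.28 without CS replicate 3 (adjusted p = 0.0640). In the liver, the smallest adjusted p over the 12 lists was 0.130, shared by T cells (0.27), neutrophils (-0.51), endothelium (-0.21) and fibroblasts (-0.23).

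In the liver, the probes with a gene symbol that changed most included MPST (log2 fold change 2.81, adjusted p = 0.455 in limma, above background on 3 of 4 CS arrays), NNMT (2.12), CELA2A (1.69) and SFXN3 (1.60, which lost its call without CS replicate 3) among those higher with RPS, and S100A2 (-2.69 and -2.58 at its probes), ADCYAP1 (-2.29) and DIO2 (-2.08) among those lower, the last 2 above background on 3 of 4 RPS arrays each. The log2 fold change of SFXN3 was 1.07 without RPS replicate 1. RTN2 was at least 1.93-fold higher, SCG3 at least 2.26-fold lower in the liver and SLC7A8 at least 2.07-fold lower in the colon, each with 1 group at background. Chance cannot be excluded for the number of such probes in the liver, which 2 of 35 divisions reached. Of the genes the paper names in the colon, TLR7 fell by 1.21 on the log2 scale in the liver (adjusted p = 0.497), and a difference of its diet effect between the tissues was not shown (interaction adjusted p = 0.999), and CTSD changed by 0.11 and 0.25 at its probes (interaction adjusted p = 0.570 and 0.320). For F7 (-0.32), DUOX1 (-0.38) and IL-1β (0.13) the interaction had adjusted p = 0.568, 0.999 and 0.749. None of these differences between the tissues passed its test, and the paper does not report on the liver.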
